A study of Mus musculus with 16 samples. Its data were reported in "Nuclear ADP-ribosylation drives IFNγ-dependent STAT1α enhancer formation in macrophages" (2021).

How the data were processed

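H3K27ac, a histone acetylation mark of active promoters and enhancers, was measured by ChIP-seq in primary mouse bone marrow-derived macrophages (BMDMs) under 4 conditions: untreated (Control), 100 ng/mL interferon gamma (IFNγ) for 1 h, the PARP inhibitor PJ34 at 20 µM, and IFNγ together with PJ34. The labels give 2 replicates of each condition for the ChIP and 2 for the matched input DNA, 8 ChIP samples and 8 input samples in all. The groups were taken from the sample titles.

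The authors aligned the reads to mm10 with Bowtie, kept uniquely mapped reads of sufficient quality with Samtools and Picard, and called relaxed peaks in each replicate with MACS at a p-value of 0.01 against input. The final list of a condition holds the peaks called in both replicates. The deposited files are thus 4 lists, 1 per condition, each made from both replicates. The input samples entered these lists only as the background used by the peak caller. Each deposited peak has a score, which the authors' files give as whole numbers from 10 to 1000, a fold enrichment over the local background (a ratio deposited by the authors), and a −log10 p-value and −log10 q-value as the authors' peak caller wrote them. The other deposited column gives the summit as an offset from the peak start. These values are the authors' own, and they were used to describe, rank or filter peaks within a list, and to infer the background level of a list as given below. The score rose linearly with −log10 p in each list.

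The files hold no read counts, so sequencing depth is not stated in them. After the lists had been seen, a background level was inferred from recurring pairs of fold enrichment and −log10 p. A Poisson background that gave both values was searched for over the 40 most frequent pairs of each list, with a tolerance of 0.003 on −log10 p. The inferred backgrounds accounted for between 81.2% and 87.9% of the peaks in those pairs. They depend on the scaling of the ChIP to the input in each list, so they are given with and without the inferred scaling. They are a rough guide to depth and not a count of reads.

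Peaks were compared by position. A peak was counted as shared when a peak of another list overlapped it by at least 1 bp, and as absent otherwise. IFNγ peaks absent from Control are called IFNγ-gained. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only and treat peaks as independent, although neighbouring peaks are not. As a reference, peaks were placed at random on their chromosomes 100 times. Peaks of all lists were also merged into regions, and the condition labels were exchanged within regions 200 times. Any difference between libraries, technical or not, moves counts out of the range of these exchanges. With a single list per condition, no test across replicates was made and no p-value is given.

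Gene positions came from GENCODE release M21 (basic set, 21911 protein-coding genes with a start site), which is on the same build as the peaks (mm10, GRCm38); all peak ends lay within its chromosomes. A peak was assigned by its summit to a promoter (within 1 kb of a start site), exon, intron or intergenic sequence of protein-coding genes. A list of 50 IFNγ-response genes and a list of 15 genes active in unstimulated macrophages were fixed in advance, of which 49 and 15 matched the annotation. The share of genes with a gained peak within 50 kb of a start site was set against 10000 random lists of equal size. These were matched on the number of Control peaks within 50 kb (15 or more were pooled). For IFNγ+PJ34 peaks absent from PJ34, matching used PJ34 peaks. For IFNγ peaks absent from IFNγ+PJ34, it used IFNγ+PJ34 peaks. Control peaks absent from IFNγ were matched on Control, the list they came from. The GAS element, a short sequence found at IFNγ-responsive sites, was searched for as TTCNNNGAA in whole peaks, and densities were compared as ratios with exact 95% intervals based on Poisson counts. A control motif with the TTC and GAA ends exchanged, GAANNNTTC, was counted in the same way.

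The main settings, the gene lists, the alternatives and the rule for naming genes and peaks were fixed before the data were examined. The rule allowed any gene of the IFNγ-response list, and the 3 highest-scoring peaks in each of 3 classes: IFNγ-gained peaks found in IFNγ+PJ34 and not in PJ34, IFNγ-gained peaks found in neither, and IFNγ+PJ34 peaks found in no other list. The other settings tried were an overlap of at least 50% of the peak, a distance of up to 1 kb, restriction to the higher-scoring 50% of each list or of the queried list alone, lists of equal size, autosomes, ranking by width, gene distances of 10 and 100 kb, random lists matched on size alone, a stricter motif, a window of 200 bp around summits, and width-matched reference peaks. A threshold of q under 0.01, the restriction of the IFNγ list alone for score percentile, gene list and motif, the top 25% of the IFNγ list and the difference between the shares of gained peaks found in IFNγ+PJ34 and in PJ34 were added after the data had been seen, as were the classes used for motif and gene comparisons within the gained peaks.

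The functions were tested on simulated data. In a simulated comparison of IFNγ with Control over 23767 peaks, 2000 of 2000 planted peaks were recovered as gained, and 1237 of 1237 planted peaks kept in another list were found there. Of 200 random gene lists drawn from 21911 genes, 15 lay above the 95th percentile of their matched lists, where 10 would by chance. The 95% interval held the true motif ratio in 470 of 500 simulations. The planted peaks were put in gaps of the Control list, and the motif counts were drawn from the Poisson model behind the interval. These simulations therefore check the functions only. They do not show how the intervals hold for real matches, or the random lists for clustered genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Read densities under peaks and gene expression were not analysed here.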

Results

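To determine how IFNγ and inhibition of PARP enzymes change the set of H3K27ac-marked sites in macrophages, H3K27ac peak lists from BMDMs were compared across 4 conditions: Control, IFNγ for 1 h, PJ34, and IFNγ+PJ34. BMDMs are primary macrophages grown from mouse bone marrow. PJ34 inhibits PARP-1 and related enzymes that attach ADP-ribose to proteins. Each condition had 2 ChIP replicates, which the authors combined into a single list, so no value below has a replicate error. Presence in a list was compared, not the amount of H3K27ac at a site.

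The Control list held 43533 peaks covering 52.6 Mb, the IFNγ list 40708 peaks covering 42.5 Mb, the PJ34 list 44090 peaks covering 47.9 Mb and the IFNγ+PJ34 list 42960 peaks covering 44.1 Mb. The median peak width was 732 bp in Control, 647 bp in IFNγ, 647 bp in PJ34 and 634 bp in IFNγ+PJ34. Read depth was not given in the lists. The background pileup inferred from the authors' fold enrichments and p-values was 4.53 in Control, 3.96 in IFNγ, 4.97 in PJ34 and 2.83 in IFNγ+PJ34, so that of IFNγ+PJ34 was 62.4% of that of Control, 71.4% of that of IFNγ and 56.9% of that of PJ34. Without the inferred scaling of each list to its input, it was 90.2% of that of Control, 95.4% of that of IFNγ and 78.6% of that of PJ34. Promoters held 27.3% of Control peaks, 29.4% of IFNγ peaks, 27.6% of PJ34 peaks and 29.0% of IFNγ+PJ34 peaks.

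The comparison of IFNγ with Control asked which sites the cytokine added or removed. Of the IFNγ peaks, 6842 of 40708 (16.8%, 95% interval 16.4 to 17.2%) were absent from Control, and 13816 of 43533 Control peaks (31.7%, 31.3 to 32.2%) were absent from IFNγ. Random placement left 96.6% and 96.9% of the peaks without an overlap. The share absent from Control moved most when only the higher-scoring 50% of the IFNγ list was queried, where it was 4.32%. In comparison, 8590 of 44090 PJ34 peaks (19.5%, 19.1 to 19.9%) were absent from Control, a larger share than for IFNγ. This order held with 50% overlap, with q under 0.01 and on autosomes, and changed under the other settings. IFNγ and PJ34 peaks were absent from Control at 18.1% and 18.0% with lists of equal size, 10.7% and 10.5% within 1 kb, and 13.7% and 13.2% in the higher-scoring 50% of each list, and in these settings the intervals overlapped. With only the queried list restricted to its higher-scoring 50%, the shares were 4.32% (4.04 to 4.61%) and 1.76% (1.59 to 1.94%).

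IFNγ-gained peaks ranked low in their list. Their median score percentile was 23.3 (95% interval 22.8 to 23.9), 87.2% of them lay in the lower-scoring 50% of the IFNγ list, and 42 lay in the top 25%. The gained peaks were more distal than the IFNγ peaks shared with Control. Promoters held 4.33% of the gained peaks (3.86 to 4.84%) and 34.5% of the shared peaks (34.0 to 35.0%), and introns held 52.8% and 35.0%. This difference was also seen among peaks in the higher-scoring 50% of the list, where promoters held 3.64% of 879 gained peaks and 48.5% of 19475 shared peaks. Low promoter shares and low ranks were not particular to IFNγ-gained peaks. Promoters held 6.03% of PJ34-gained peaks, 7.52% of Control peaks absent from IFNγ and 6.51% of IFNγ peaks absent from IFNγ+PJ34. The median score percentiles of these sets, each in its own list, were 18.97, 22.9 and 22.7.

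The effect of PJ34 under IFNγ was addressed by comparing IFNγ with IFNγ+PJ34. Of the IFNγ peaks, 9805 (24.1%, 23.7 to 24.5%) were absent from IFNγ+PJ34, while 11693 IFNγ+PJ34 peaks (27.2%, 26.8 to 27.6%) were absent from IFNγ. With PARP inhibited, 11045 IFNγ+PJ34 peaks (25.7%, 25.3 to 26.1%) were absent from PJ34. Peaks of all lists merged into 55218 regions, of which 21468 (38.9%) were found in all 4 lists. Exchanging the labels within regions gave a mean of 26.0% of the regions of a list absent from another list (range 25.5 to 26.4%). The observed share was 18.2% for IFNγ regions absent from Control, 32.3% for Control regions absent from IFNγ, 23.2% for IFNγ regions absent from IFNγ+PJ34 and 28.9% for IFNγ+PJ34 regions absent from IFNγ.

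Regions found in exactly 2 lists were unevenly spread over the 6 pairs. Control and PJ34 shared 2231 such regions, and IFNγ and IFNγ+PJ34 shared 1264, while exchanged labels gave 1263 to 1453 and 1263 to 1433. Control and IFNγ shared 593 and PJ34 and IFNγ+PJ34 shared 502, both below the range of exchanged labels. The pairs that match neither treatment, Control with IFNγ+PJ34 and IFNγ with PJ34, shared 2009 and 1491 regions.

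**Figure D1:**
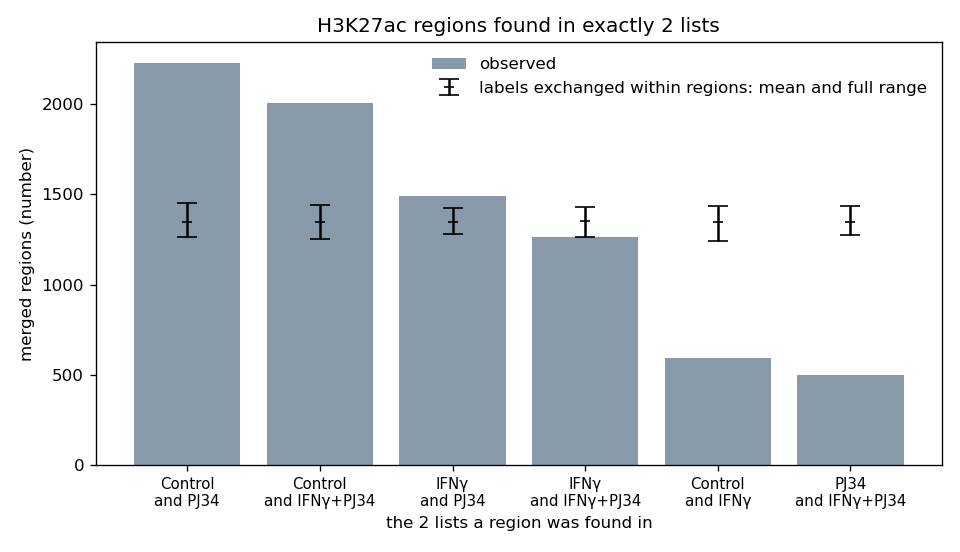
Merged H3K27ac regions found in exactly 2 of the 4 lists (vertical axis, number of regions) for each pair of lists (horizontal axis). Bars show the observed number, from 2231 for Control and PJ34 to 502 for PJ34 and IFNγ+PJ34, and black marks show the mean and full range over 200 exchanges of the labels within regions.

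Whether the peaks added by IFNγ were kept when PARP was inhibited was assessed as the share of the 6842 IFNγ-gained peaks found in IFNγ+PJ34, with the PJ34 list, made without IFNγ, as background. Of the gained peaks, 2654 (38.8%, 37.6 to 39.96%) were found in IFNγ+PJ34 and 2981 (43.6%, 42.4 to 44.8%) in PJ34, a difference of -4.78 percentage points (-6.49 to -3.06). By class, 1611 were found in IFNγ+PJ34 and not in PJ34, 1938 in PJ34 and not in IFNγ+PJ34, 1043 in both and 2250 in neither. At the level of merged regions, 34.9% of gained regions were found in IFNγ+PJ34 and 38.9% in PJ34, against a mean of 31.8% with exchanged labels (range 30.7 to 33.4%).

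The direction of this difference depended on rank. In the lowest score decile of the IFNγ list, 21.6% of 1566 gained peaks were found in IFNγ+PJ34 and 46.1% in PJ34. In the fifth decile the shares were 56.2% and 43.3% of 737 peaks, and in the eighth they were 96.6% (90.3 to 99.3%) and 40.2% (29.9 to 51.3%) of 87 peaks. Among the 879 gained peaks in the higher-scoring 50% of the list, 73.3% were found in IFNγ+PJ34 and 45.7% in PJ34, a difference of 27.5 points. In the top 25%, 42 of 42 gained peaks were found in IFNγ+PJ34 (100%, 91.6 to 100%) and 26 of 42 in PJ34 (61.9%, 45.6 to 76.4%). IFNγ peaks shared with Control were also found less often in IFNγ+PJ34 than in PJ34 in the lowest decile, at 57.9% and 83.9%, and this order was kept in the fifth decile, at 78.6% and 91.9%, where that of the gained peaks had changed.

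**Figure D2:**
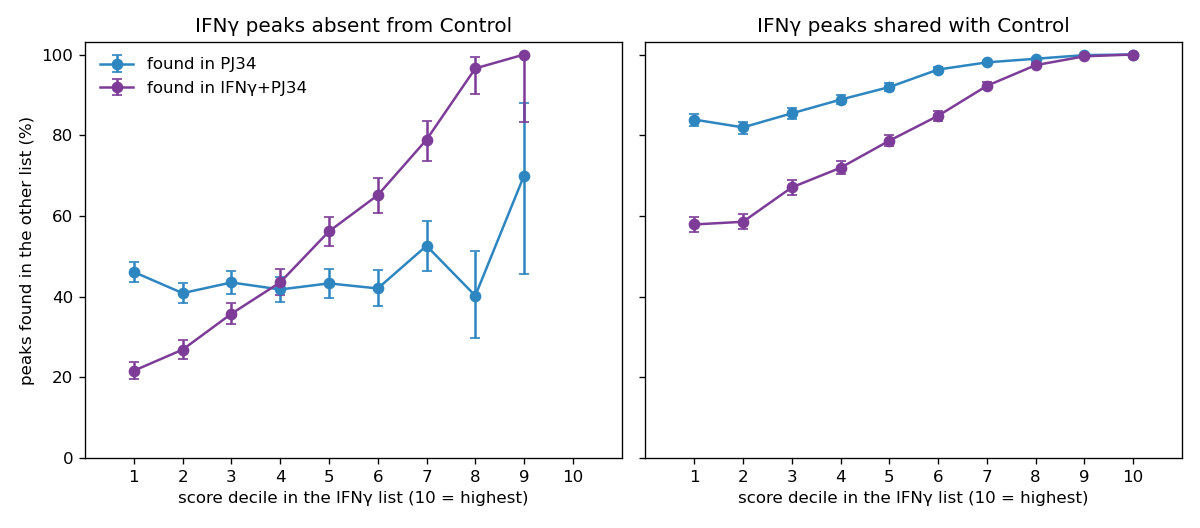
Share of IFNγ peaks found in PJ34 (blue) and in IFNγ+PJ34 (purple), in percent, by score decile of the IFNγ list, for peaks absent from Control (left) and shared with Control (right). Bars are exact 95% intervals; for gained peaks the order of both lists changes between the lowest decile (46.1% in PJ34, 21.6% in IFNγ+PJ34) and the eighth (40.2% and 96.6%), and no gained peak lies in the top decile.

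IFNγ-gained peaks were then related to known response genes. Of 49 IFNγ-response genes, 44 (89.8%, 77.8 to 96.6%) had a gained peak within 50 kb of a start site, against a median of 44.9% in 10000 matched random lists, none of which reached that number. With only the higher-scoring 50% of the IFNγ list queried, the share was 36.7%, against a median of 8.16% in the random lists. Many of these genes lie in clusters and share peaks, so the 44 genes had 33 different highest-scoring gained peaks. The random genes were drawn singly and not in such clusters, so the spread of the random lists may be too narrow. Of 15 genes active in unstimulated macrophages, 6 had a gained peak, at the 19.1 percentile of their random lists. PJ34-gained peaks lay near 38 of the 49 response genes (77.6%, 63.4 to 88.2%), above 53.1% in the random lists (5 of 10000 reached that number). IFNγ+PJ34 peaks absent from PJ34 lay near 41 of the 49 (83.7%), and the median of their random lists was 57.1%.

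The highest-scoring gained peak was found in IFNγ+PJ34 for 25 of the 44 genes and in PJ34 for 19. It was found in IFNγ+PJ34 and not in PJ34 for 15 genes and the reverse for 9. At Gbp4 (chromosome 5, 105115767 to 105139586, minus strand), 6 gained peaks lay within 50 kb, of which 6 were found in IFNγ+PJ34 and 1 in PJ34. The highest of these, at 105144535 to 105146738 in intergenic sequence 4.95 kb from the start site, was at the 78.2 score percentile with a fold enrichment of 14.6. At Cxcl9 (chromosome 5, 92321347 to 92328079, minus strand), a gained peak at the promoter (92328244 to 92329171, 68.5 score percentile, fold enrichment 10.3) was found in IFNγ+PJ34 and not in PJ34. At Socs1 (chromosome 16, 10782240 to 10785536, minus strand), 5 of 5 gained peaks were found in IFNγ+PJ34 and 0 in PJ34. The reverse was seen at Icam1 (chromosome 9, 21015985 to 21028817, plus strand), where 0 of 3 gained peaks were found in IFNγ+PJ34 and 2 in PJ34, and the highest of them was at the 26.2 score percentile. At Ciita (chromosome 16, 10480059 to 10528418, plus strand), 4 gained peaks were found in neither list. These genes were chosen from the list after their values had been seen.

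**Figure D3:**
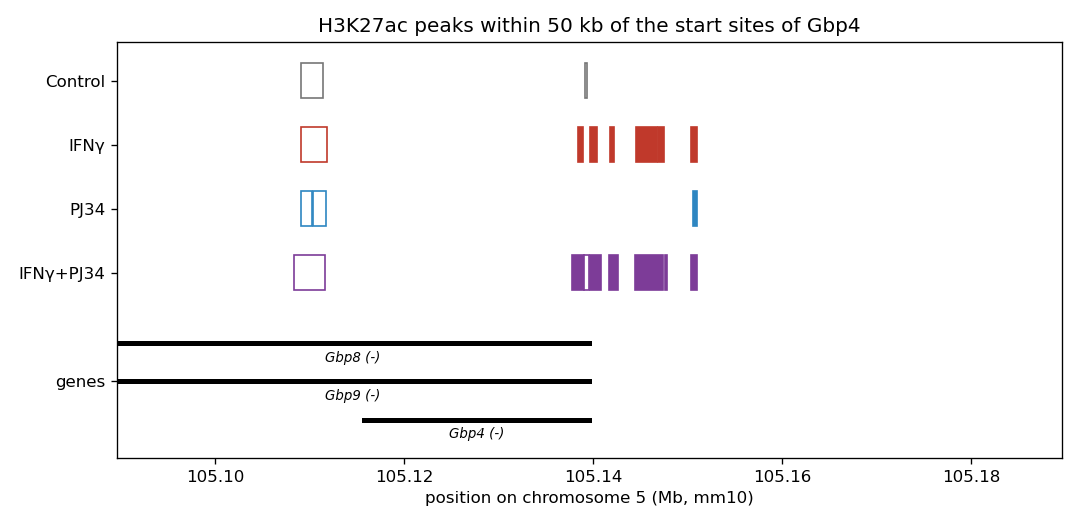
H3K27ac peaks of each list (rows) within 50 kb of the start sites of Gbp4, by position on chromosome 5 (Mb, mm10), with protein-coding genes below. Filled boxes are peaks absent from Control and open boxes are peaks that overlap a Control peak; 6 peaks absent from Control lie in IFNγ, 6 in IFNγ+PJ34 and 1 in PJ34.

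The highest-scoring gained peaks found in IFNγ+PJ34 and not in PJ34 lay in introns. The first (chromosome 5, 67827957 to 67828590) was in an intron of Atp8a1 at the 86.1 score percentile, with a fold enrichment of 23.4. The next 2 (chromosome 11, 54681555 to 54682597 and 54683273 to 54684296) were both in an intron of Rapgef6, at the 83.5 and 81.5 percentiles. Gained peaks found in neither list ranked lower: the highest were in introns of Ppp2r2a (chromosome 14, 67063608 to 67064413, 70.7 percentile) and Ralgapa2 (chromosome 2, 146403227 to 146403794, 69.2 percentile), and 33.5 kb from the start site of Tarm1 (chromosome 7, 3468728 to 3469249, intergenic, 67.9 percentile). Of the 5758 peaks found in IFNγ+PJ34 alone, the highest was intergenic, 43.4 kb from the start site of Qpct (chromosome 17, 79094767 to 79097215), at the 95.3 percentile of the IFNγ+PJ34 list. The next were in introns of Jmjd1c (chromosome 10, 67123352 to 67125054, 90.1 percentile) and Ifi204 (chromosome 1, 173752337 to 173754816, 88.0 percentile).

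Finally, the sequence of the gained peaks was searched for the GAS element. TTCNNNGAA occurred at 0.467 matches per kb in gained peaks (1465 matches) and 0.331 per kb in IFNγ peaks shared with Control (13025 matches), a ratio of 1.41 (95% interval 1.34 to 1.49). With only the IFNγ list restricted to its higher-scoring 50%, it was 1.80 (1.64 to 1.98), the largest move among the alternatives that were run. For the control motif GAANNNTTC the ratio was 1.14 (1.06 to 1.22). For PJ34-gained peaks against PJ34 peaks shared with Control, the GAS ratio was 1.17 (1.11 to 1.24) and the control ratio 1.10 (1.03 to 1.18). IFNγ+PJ34 peaks absent from PJ34 had a GAS ratio of 1.34 (1.29 to 1.40) against those shared.

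Within the gained peaks the GAS ratio differed by class. It was 1.82 (1.67 to 1.99) for peaks found in IFNγ+PJ34 and not in PJ34, 1.17 (1.04 to 1.30) for peaks found in PJ34 and not in IFNγ+PJ34, and 1.15 (1.02 to 1.28) for peaks found in neither. The control motif had ratios of 1.08 (0.947 to 1.23), 1.14 (0.994 to 1.30) and 1.19 (1.04 to 1.35) in these classes. Among the classes listed, the GAS ratio exceeded that of the control, with intervals that did not overlap, in the first alone. The 1043 gained peaks found in both lists were not compared as a class. They hold the TTCNNNGAA matches left when those of the 3 classes (532, 314 and 319) are taken from 1465. Their length is likewise what is left of 3140 kb after 883, 814 and 843 kb. What is left is denser than the 0.331 per kb of shared peaks, which argues against an enrichment confined to peaks absent from PJ34. No interval and no control ratio were computed for these peaks. For the stricter TTCCNGGAA the ratios of the 3 classes were 2.62 (2.09 to 3.23), 0.842 (0.553 to 1.23) and 0.813 (0.534 to 1.19).

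**Figure D4:**
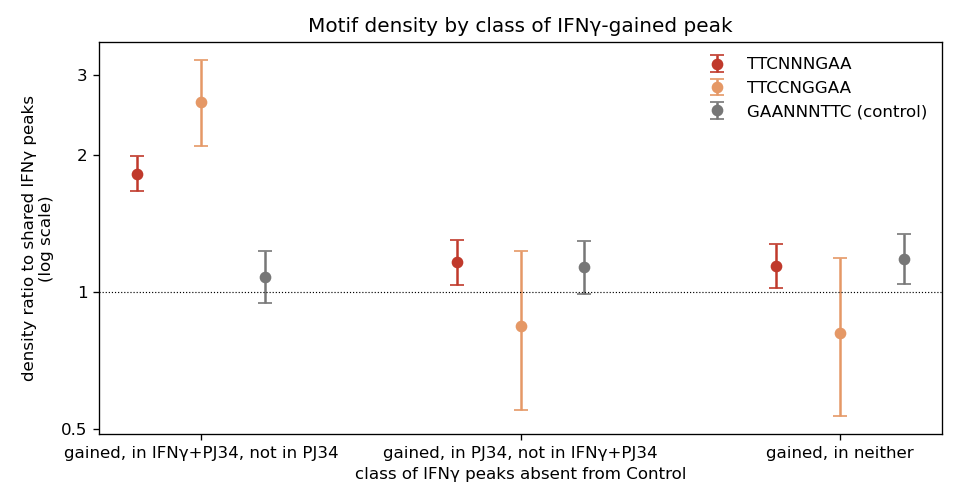
Density of motifs in 3 classes of IFNγ-gained peaks (horizontal axis) as a ratio to IFNγ peaks shared with Control (vertical axis, log scale), with exact 95% intervals. The GAS motifs TTCNNNGAA (red) and TTCCNGGAA (orange) reach 1.82 and 2.62 in peaks found in IFNγ+PJ34 and not in PJ34, where the control motif GAANNNTTC (grey) is at 1.08.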

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

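The tests of rank and of GC content were chosen after the counts of regions had been seen. Presence of H3K27ac moved opposite ways under IFNγ without and with PJ34 in 2 classes of regions. In 1491 regions found in IFNγ and PJ34 alone, IFNγ added a peak without PJ34 and removed it with PJ34. In 2009 regions found in Control and IFNγ+PJ34 alone, it did the reverse. Both counts lay above the range given by exchanged labels (1281 to 1426 and 1254 to 1440). For IFNγ and PJ34 alone this did not hold with q under 0.01 (1366 regions, range 1241 to 1402) or in the higher-scoring 50% of each list (609 regions, range 584 to 724), and it held with lists of equal size (1531 regions, range 1178 to 1377). For Control and IFNγ+PJ34 alone the counts were above the range in these settings, at 1928, 916 and 1891 regions. With a single list per condition this difference was not tested.

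The median GC content of the 2 classes was 44.0% and 44.9%. If detection in each library depended on GC content alone, then among regions of like GC content the product of the 2 class counts would equal the product for either of the other opposite pairs of classes found in exactly 2 lists. Pooled within 10 equal groups by GC content it was 3.42 times the geometric mean of the other products (95% interval 3.11 to 3.77), against 3.27 with regions not divided, and it was 2.36 to 4.92 times in the single groups. This argues against GC content of the regions as the whole cause. The excess was mainly over the pair found in Control and IFNγ (593 regions) and in PJ34 and IFNγ+PJ34 (502), since IFNγ and IFNγ+PJ34 alone held 1264 regions and Control and PJ34 alone 2231. Weak sites that pass the peak threshold by chance may account for part of the pattern, and this cannot be told apart from an effect of the treatments. Among regions with a peak in the top 25% of its list, the 2 classes held 53 regions and the regions found in IFNγ and IFNγ+PJ34 alone or in Control and PJ34 alone numbered 99, or 53.5% as many (37.6 to 75.5%), and the interval includes the 50% set as the limit. The classes were unlike each other here: 51 of these regions were found in Control and IFNγ+PJ34, and 2 in IFNγ and PJ34. A batch shared by these libraries and an altered response to IFNγ under PJ34 both stay open and were not tested.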

How the results depend on the processing

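The restriction to the top 25% of the IFNγ list, the threshold of q under 0.01, the restriction of the IFNγ list alone for score percentile, gene list and motif, and the difference in retention were chosen after the data had been seen. No paired analysis was possible because each list was made from both replicates of a condition, and for the same reason no replicate could be left out. Over 94 alternatives to 12 results, 30 values stayed within the 95% interval of the main value, 60 moved outside it and 4 changed direction. With lists this long the intervals are narrow, so small moves count.

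The difference in retention of IFNγ-gained peaks (IFNγ+PJ34 minus PJ34) changed from -4.78 points to 1.79 points with a distance of up to 1 kb (interval -0.434 to 4.00), 8.70 in the higher-scoring 50% of each list, 27.5 with only the IFNγ list restricted to its higher-scoring 50%, and 38.1 in its top 25%. It was -2.67 with 50% overlap and -3.06 with q under 0.01. Restricting the IFNγ list alone removes low-ranked gained peaks by construction. Restricting each list also cuts the Control, PJ34 and IFNγ+PJ34 lists. It gave 2783 gained peaks, against 879 with the IFNγ list alone restricted to its higher-scoring 50%. The cause of the change with each list restricted was therefore not isolated. The cause of the change with distance was not tested. The shares behind it, in IFNγ+PJ34 and in PJ34, were 37.3% and 39.96% with 50% overlap, 48.1% and 46.3% within 1 kb, 48.1% and 39.4% in the higher-scoring 50% of each list, 73.3% and 45.7% with the IFNγ list alone restricted, and 100% and 61.9% in its top 25%. The share in PJ34 was 41.4% with lists of equal size and 42.3% with q under 0.01.

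The shares absent are given in the order IFNγ from Control, Control from IFNγ, PJ34 from Control, IFNγ from IFNγ+PJ34, IFNγ+PJ34 from IFNγ, and IFNγ+PJ34 from PJ34. They were 20.5%, 40.9%, 23.5%, 30.2%, 33.7% and 31.4% with 50% overlap, and 10.7%, 20.9%, 10.5%, 15.6%, 18.3% and 19.2% within 1 kb. With the higher-scoring 50% of each list they were 13.7%, 23.9%, 13.2%, 19.1%, 22.6% and 22.7%, and with lists of equal size 18.1%, 28.9%, 18.0%, 25.6%, 25.9% and 26.6%. With only the queried list restricted they were 4.32%, 6.56%, 1.76%, 5.87%, 8.01% and 10.9%, since high-ranked peaks are rarely absent elsewhere. With q under 0.01, the share of IFNγ peaks absent from Control was 16.2% and that of Control peaks absent from IFNγ 32.5%. Apart from the restriction of the queried list alone, the cause was not tested.

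The median score percentile of IFNγ-gained peaks was 25.7 with 50% overlap, 25.9 within 1 kb, 18.8 in the higher-scoring 50% of each list, 16.6 with the IFNγ list alone restricted, 22.6 with q under 0.01 and 24.9 when ranked by width. The share of IFNγ-response genes with a gained peak was 73.5% within 1 kb, 71.4% in the higher-scoring 50% of each list, 36.7% with the IFNγ list alone restricted and 49.0% within 10 kb of a start site, and the list lay at the 100 percentile of its random lists under each of its alternatives. The GAS ratio was 1.498 within 1 kb, 1.55 in the higher-scoring 50% of each list, 1.80 with the IFNγ list alone restricted and 1.54 for TTCCNGGAA, and stayed above 1 under each of its alternatives. Restriction to autosomes left all 12 results within their intervals. Read depth was not stated in the lists, so what it limits was not measured.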

Other observations

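The tests of depth, of rank, of exchanged labels and of the control motif within classes of gained peaks were chosen after the results they bear on had been seen, as were those classes themselves.

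IFNγ-gained peaks were found more often in PJ34 than in IFNγ+PJ34. The size of the lists does not account for it, since the difference was -3.45 points with lists of equal size. A shallower IFNγ+PJ34 list cannot be told apart from an effect of the treatments. IFNγ peaks shared with Control, weighted to the score deciles of the gained peaks, were found in PJ34 at 87.0% and in IFNγ+PJ34 at 67.9%, a difference of -19.1 points, but these peaks were chosen for presence in Control, which like PJ34 was made without IFNγ, so this choice alone can favour PJ34. The inferred background was lower in IFNγ+PJ34 than in PJ34 with and without scaling (56.9% and 78.6% of it). Weak sites that pass the threshold by chance may contribute to the difference, since the difference was 38.1 points among the 42 gained peaks in the top 25% of the IFNγ list. Presence in a list says nothing of the level of H3K27ac, so a lower level at sites still called under PJ34 was not tested here. The paper compared levels in BMDMs given IFNγ. It reports less H3K27ac with PJ34 at a set of sites where binding of the transcription factor STAT1α was maintained.

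The 6 classes of regions found in exactly 2 lists were not alike. Of these classes, 5 lay outside the range of exchanged labels, 3 above it and 2 below it. With a single list per condition, a difference between libraries moves counts out of this range as a treatment would, so interchangeable conditions cannot be told apart from differing libraries. The place of the class found in IFNγ and IFNγ+PJ34 alone also changed with the setting, with 1218 regions with q under 0.01 (range 1220 to 1430), 1380 with lists of equal size (range 1195 to 1364) and 808 in the higher-scoring 50% of each list (range 588 to 729). Regions that separate the conditions by PJ34 alone (593 and 502) were the fewest.

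GAS motifs were denser in IFNγ-gained peaks than in shared peaks. Base composition and width do not account for all of it, because the control motif had a ratio of 1.14 and its interval (1.06 to 1.22) lay below that of the GAS motif (1.34 to 1.49).

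GAS motifs were also denser in the 1611 gained peaks found in IFNγ+PJ34 and not in PJ34 than in the 1938 found in PJ34 and not in IFNγ+PJ34, with a ratio of 1.56 (1.36 to 1.80). The first class ranked higher, with a median score percentile of 34.4 against 19.8. With densities weighted to the same deciles the ratio was 1.33 (1.14 to 1.55, from 1000 resamples of peaks), so rank does not account for all of it. The control motif had a ratio of 0.951 (0.789 to 1.15) without weighting, which argues against base composition as the whole cause. Weighted to the same deciles, the control ratio was 1.02 (0.831 to 1.26). This interval overlaps that of the weighted GAS ratio, so the separation was weaker there. For TTCCNGGAA the weighted ratio was 2.72 (1.79 to 4.56). A hypothesis is that the gained peaks kept under PJ34 include sites that respond to IFNγ, and that those found in PJ34 and not in IFNγ+PJ34 may be mostly weak sites active without IFNγ.

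IFNγ-response genes had more gained peaks nearby than random genes. PJ34-gained peaks also lay near 77.6% of these genes, and its interval overlaps that of IFNγ-gained peaks, so a tendency of lists compared with Control to gain peaks there cannot be told apart from an effect of IFNγ with 49 genes. The random medians were 44.9% for IFNγ-gained and 53.1% for PJ34-gained peaks. In a comparison that does not use Control, IFNγ+PJ34 peaks absent from PJ34 lay near 83.7% of the genes. The median of their random lists was 57.1%, and 1 of 10000 was as high. Not every set of differing peaks lay near these genes more often than near random genes. Control peaks absent from IFNγ lay near 67.3% of them, against 81.6% in random lists (9994 of 10000 lists were as high). Here the matching used the queried list, and for the other sets the list compared with, so the comparison is not a like one. IFNγ peaks absent from IFNγ+PJ34 lay near 73.5%, against 65.3% (1097 of 10000 as high). IFNγ+PJ34 peaks absent from Control lay near 89.8%, against 46.9% (0 of 10000 as high). By class, gained peaks found in IFNγ+PJ34 and not in PJ34 lay near 42.9% of the genes (12.2% in random lists), those found in PJ34 and not in IFNγ+PJ34 near 24.5% (18.4%), and those found in neither near 49.0% (20.4%). None of 10000 random lists reached the share of the first class or of the class found in neither. For the class found in PJ34 and not in IFNγ+PJ34, 2363 did. The random genes were drawn singly, while response genes share peaks. In the class found in neither, 1 peak was the only gained peak near each of Tap1, Tap2, Psmb8 and Psmb9. These counts may thus overstate how rare such shares are. Taken whole, gained peaks found in IFNγ+PJ34 lay near 59.2% of the genes (20.4% in random lists, 0 of 10000 as high). Those found in PJ34 lay near 49.0% (26.5%, 6 of 10000 as high). Both of these sets include the peaks found in both lists. The differences between classes were not tested.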
